A study of Homo sapiens with 4 samples. Its data were reported in "Alterations of specific chromatin conformation affect ATRA-induced leukemia cell differentiation" (2018).

How the data were processed

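HL-60, a human cell line from a patient with acute promyelocytic leukaemia according to the labels, was treated with 1 µM all-trans retinoic acid (ATRA), a vitamin A derivative that drives these cells towards granulocytes, for 4 days. Control cells received the solvent ethanol. Medium and compound were renewed on the way. Poly(A) RNA was sequenced from 2 ATRA samples and 2 control samples. The labels do not say whether the samples of a group were separate cultures or repeated libraries of the same RNA. The authors' p-values therefore measure only the spread between these 4 samples. The p-values below for gene lists, gene families and neighbouring genes take genes as units. They describe these genes and not new cultures.

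According to the study's methods and the submitters' processing notes, the authors removed adapters with cutadapt, filtered ribosomal reads with Bowtie, and quantified the reads with RSEM 1.2.7 against a transcriptome annotated on human genome build hg19 (GRCh37). The authors then compared the groups with DESeq2 1.4.5. The names of the columns are those of the older DESeq package, so which of the DESeq versions made the table is open. Whether counting used strand is not stated. Reads from overlapping genes on opposite strands, and from near-identical gene copies, may therefore not be separable.

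The only deposited file was the authors' comparison table. It lists 1648 genes by symbol and holds no column per sample. Its 3 columns of means, a signal deposited by the authors, are counts divided by library size factors and averaged over all 4 libraries, over the ATRA libraries and over the control libraries. The fold column is the ratio of the ATRA mean to the control mean, as deposited by the authors. The log2 fold change was deposited by the authors as the logarithm of that ratio. The authors' deposited p-value column comes from their test and the adjusted p-value column from a Benjamini-Hochberg adjustment. Adjusted p multiplied by its rank and divided by p gave 12265 genes tested. All 1645 rows with an adjusted p under 0.01 follow from consecutive ranks, within a relative 1e-03, so the table holds every gene under that limit. The other 3 rows, DEFA1B, PRG2 and CEBPB, stand above the limit and were placed by the authors among 20 rows at the top of the table, out of the order by p. A gene absent from the table was either not tested by the authors or had an adjusted p of 0.01 or more, and which of these applies cannot be read from the file. The name of 1 gene had been turned into a calendar date, as spreadsheet programs do. It stays in the counts and is not named.

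The means could not be used as printed. Among the 73360 digits of the 3 mean columns there were 0 zeros, while 20.2% of the digits were 1 and each digit from 2 to 9 made up between 9.61% and 10.8%. The log2 column held 2537 zeros. In all 1648 rows the deposited fold equalled the quotient of the printed means within a relative 1e-09. The printed mean over all libraries differed from the mean of the group means by over 1% in 428 rows. The values were therefore treated as if every digit 0 of the means had been written as 1 before the ratios were taken, so that a mean of 0 reads as 1.

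The original means were restored as follows. A group mean of 2 libraries is the average of 2 whole read counts, each divided by its library's size factor. The step sizes were found from the lowest means, where they accounted for 14 of 14 distinct low ATRA means and 22 of 22 distinct low control means. They correspond to size factors of 1.10 and 1.00 for the ATRA libraries and 1.03 and 0.895 for the control libraries. For each printed mean, every number that gives the same text once 0 is written as 1 was searched for a pair of whole counts. Exactly 1 solution was found for both groups of all 1648 genes, and the solutions gave back the printed mean over all libraries in 1648 rows. Of 3277 means given random decimals, 0 were matched. On 1648 simulated genes the search for whole counts returned the counts of both groups for 100% of genes. The median restored log2 fold change was -2.09, -1.01, 1.06 and 2.00 for genes simulated at folds of 0.25, 0.5, 2 and 4. Where a simulated group had too few low means, its step sizes started from those of the real data. The simulation is therefore no test of how the step sizes were found. The restored libraries are called a and b within each group. The file does not tie them to the replicate numbers of the labels.

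Restoring moved the log2 fold change by over 0.01 in 411 rows and the fold by over 1.5 times in 26 genes with reads in both groups. It changed 0 directions. Normalised read counts below are the restored counts divided by the size factor, given as mean ± SD of 2 libraries, and fold changes are ratios of the restored means. The adjusted p is always that of the authors' deposited table. It was not affected by the digits, and it could not be recomputed without the genes that are absent. A count model was not fitted to the restored counts, since a table of changed genes does not give the spread of all genes. The plan fixed before the data were examined foresaw the deposited fold changes. The restored ones replaced them after the digits had been seen, and the deposited ones are kept as an alternative.

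The total depth of the libraries is unknown, since the table holds part of each library. The listed genes received 5576516 and 4940243 reads in the ATRA libraries and 3799430 and 3288055 in the control libraries. Where a group had 0 reads in both libraries (18 genes in the controls and 1 with ATRA), the fold is a lower bound, computed against a floor of 3 reads over the 2 libraries. With 1 to 3 reads the ratio is given with its exact 95% interval for counting (Clopper-Pearson). Intervals and floors cover counting error only. They take each restored whole count as reads observed, although RSEM may have given estimates that were rounded before the comparison.

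A gene counted as changed at an adjusted p under 0.01 and an absolute log2 fold change over 0.9, the limits of the study. The choice of 22 gene lists and of the genes to name was made before the deposited data were examined. Named were 13 genes taken from the study (its text does not name NCF1 and TERT), the 10 higher and 10 lower genes with the largest fold change among changed genes with a mean of at least 100 in the higher group, and of each list up to 4 changed members with the smallest adjusted p and up to 2 members that did not pass. Not every gene that the rule took is described. Values of some of the largest changes and of some list members had been seen in the study's supplement when the rule was written. Whether the lists were drawn up before that is not recorded. The list tests and percentiles are therefore not certain to be independent of those values. Each list was tested with Fisher's exact test (two-sided) of higher, and of lower, genes inside the list against the other genes of the table, with Benjamini-Hochberg adjustment over the 18 lists with a member in the table and both directions, and called at an adjusted p under 0.05. Since the table holds changed genes, this test compares the direction of list members with that of the other changed genes. It is no test of whether a list holds more changed genes than the rest of the genome, and a count adjusted over the list alone cannot be given. The median of each list was also placed among 10000 random lists of the same size, drawn for each member from the 50 genes on each side in rank of mean expression. In 100 shuffles of the fold changes over the genes, 1 gave a called list. Tests that need values of all genes per sample, camera and fry among them, were not run.

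Gene positions are those of GENCODE release 44 mapped to GRCh37, matched by symbol for 1530 genes (92.8%). Alternatives tried were other limits on adjusted p and fold, filters on the mean, pseudocounts of 1 and 10, adjusted p recomputed over the rows of the table, the deposited fold, and leaving out each restored library in turn. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.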

Results

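Gene expression was measured by poly(A) RNA sequencing in HL-60 cells, a human leukaemia line, after 4 days with 1 µM ATRA or with the solvent ethanol. There were 2 ATRA and 2 control samples. The deposited table lists 1648 of 12265 tested genes, nearly all of them changed, and the reads in those genes came to between 3288055 and 5576516 per library. Each value is a normalised read count given as mean ± SD of 2 libraries, restored as described in the processing, and each adjusted p is that of the authors' deposited table. Chromosome positions are on GRCh37.

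The comparison of ATRA with control cells asks which genes change as the leukaemia cells differentiate. After ATRA 1016 genes were higher and 629 were lower, which is 13.4% of the genes tested, and 61.8% of the changed genes rose. The median log2 fold change was 1.87 among the higher genes and -1.47 among the lower genes. Changes of over 16-fold were found in 186 higher and 37 lower genes. Of the gene lists, the members in the table from the phagocyte oxidase (6), adhesion (6) and the retinoid response (7) were all higher, while 6 of 7 from stem and progenitor cells and 9 of 9 nucleolar and MYC target genes were lower. Of these lists only the last was called by the test of direction given further on. The values of the 4 libraries did not overlap between the groups in any of the 1648 genes. Chance gives this for 33.3% of genes in a comparison of 2 against 2, and the listed genes had been selected for a difference. The median distance between libraries of the same group was 0.23 on the log2 scale with ATRA and 0.31 in controls, against a median absolute change of 1.68. The same selection favours a large change beside a small distance.

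Of the genes that the text of the study names, GATA2 and ZBTB16, transcription factors of blood progenitors, both fell. GATA2 (chromosome 3, 128198270 to 128212044) had 7614 ± 1443 normalised reads in controls (SD, n = 2) and 469 ± 219 with ATRA (SD, n = 2), 16.2-fold lower, with an adjusted p of 1.15e-19 in the authors' deposited table. ZBTB16 (chromosome 11, 113929763 to 114127487) went from 396 ± 16.3 to 1.36 ± 1.93 (SD, n = 2). With 3 reads in the ATRA libraries the ratio was 290-fold lower, with a 95% counting interval from 94.7 to 1351. Its log2 fold change of -8.18 was -7.18 without ATRA library b, and -7.05 as a bound without ATRA library a, which held all 3 reads. MYB, a transcription factor of immature blood cells (chromosome 6, 135502446 to 135540311), fell from 22094 ± 7593 to 4338 ± 158, a log2 fold change of -2.35. RUNX3 (chromosome 1, 25226002 to 25291612) rose from 1952 ± 236 to 6098 ± 1339, which is 3.12-fold, with an adjusted p of 6.49e-05 in the authors' deposited table. RARA, the retinoic acid receptor alpha (chromosome 17, 38465432 to 38513895), rose from 1883 ± 82.5 to 4196 ± 101, which is 2.23-fold. SPI1, RUNX1 and CD14 were not in the table, so they had an adjusted p of 0.01 or more or were not tested, and the deposited table gives no value for them. The study reported a modest rise of the mRNA of PU.1, the product of SPI1. SPI1 was thus measured, but it was not among the genes under that limit. Within the RUNX family the study reported a significant change for RUNX3 only. TERT, the catalytic subunit of telomerase (chromosome 5, 1253262 to 1295183), was taken by the same rule although the text of the study does not name it, and fell from 950 ± 332 to 24.9 ± 4.31.

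**Figure D1:**
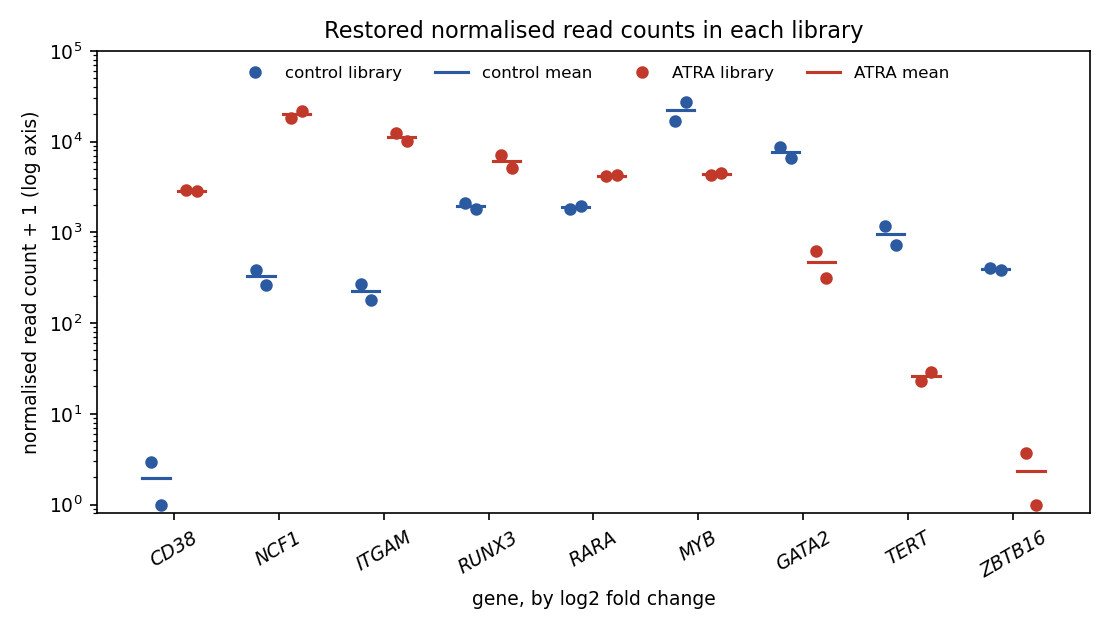
Normalised read counts plus 1 on a log axis for 9 genes in the table, 7 that the text of the study names and NCF1 and TERT, ordered along the x axis by log2 fold change. Points are single libraries (2 per group, ATRA red, control blue) and bars are group means; in each gene both ATRA libraries lie on the same side of both control libraries, from CD38 (log2 fold change 11.53) to ZBTB16 (-8.18).

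Genes of the phagocyte NADPH oxidase, the enzyme complex that produces superoxide in neutrophils, rose together: 6 of the 7 on the list were in the table and all 6 were higher. CYBB, its catalytic subunit (chromosome X, 37639271 to 37672714), rose from 82.9 ± 25.0 to 23231 ± 887 (SD, n = 2), which is 280-fold, with an adjusted p of 6.84e-95 in the authors' deposited table. CYBA rose 3.68-fold. NCF1 (chromosome 7, 74188358 to 74203659) had a ratio of 61.1, from 325 ± 87.2 to 19869 ± 2203, but it has near-identical copies in the genome and its reads cannot be assigned to it with certainty. The median log2 fold change of the list was 2.99.

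Of the 12 genes of leukocyte adhesion on the list, 6 were in the table and all 6 were higher, with a median log2 fold change of 5.81. ITGAM, the CD11b chain of an integrin of mature myeloid cells (chromosome 16, 31271288 to 31344213), rose 50.6-fold from 222 ± 64.9 to 11251 ± 1534. The related integrin ITGAX rose 62.2-fold, the adhesion molecule ICAM1 80.8-fold and CEACAM1 1110-fold. Of the 20 phagocyte receptors on the list 9 were in the table and 9 were higher, with a median of 2.79. They included the complement receptor CR1 (29.2-fold), the inhibitory receptor SIRPA (6.90-fold) and the sensor of bacterial lipoproteins TLR1 (11.98-fold).

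Genes of the retinoid response had the highest median of the lists, 7.84, and all 7 members in the table, of 16 on the list, rose. CD38, an ectoenzyme used as a marker of the response to ATRA (chromosome 4, 15779898 to 15854855), went from 0.972 ± 1.38 to 2880 ± 83.7. It had 2 reads over the control libraries, and the ratio was 2961-fold with a 95% counting interval from 767 to 22893. The transcription repressor HIC1 rose 312-fold and the ubiquitin ligase subunit ASB2 229-fold. DHRS3, an enzyme that reduces retinal, had 3 reads in the controls and a ratio of 1494-fold (95% counting interval from 509 to 7225), and its ATRA libraries lay 2.02 times apart. DHRS9 rose 43.9-fold, a log2 fold change of 5.46 that was 6.69 without control library a and 4.80 without control library b. The log2 fold change of CD38 was 10.53 without control library b and at least 9.75 without control library a, which held both reads, and that of DHRS3 was 9.95 without ATRA library a.

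Of the listed granule genes in the table, all but PRSS57 were higher. Of the 15 genes on the secondary and tertiary granule list 3 were in the table and were higher. OLFM4 had 0 reads in both controls and 199 ± 21.7 with ATRA, at least 128-fold higher. CEACAM8 had 3 reads in the controls and a ratio of 142-fold (95% counting interval from 48.2 to 690), and its ATRA libraries lay 2.58 times apart. CHI3L1 rose 6.85-fold. Of the 11 symbols on the primary granule list, which gives ELANE also under its older name, 2 were in the table. BPI, a protein that kills Gram-negative bacteria, rose 15.6-fold, whereas the serine protease PRSS57 was 9.84-fold lower. Of the 14 granulocyte and monocyte transcription factors on the list 3 were in the table, and EGR2 rose 8.55-fold beside RUNX3. CEBPB stood at 1097 ± 387 in controls and 5035 ± 2971 with ATRA and did not pass, with an adjusted p of 0.146 in the authors' deposited table. The ATRA libraries of CEBPB lay 2.43 times apart. Without control library b the log2 fold change of CHI3L1 moved from 2.78 to 3.89, and without control library a to 2.16. That of EGR2 moved from 3.10 to 3.95 without control library a, that of PRSS57 from -3.30 to -4.03 without ATRA library b, and that of CEACAM8 from 7.15 to 6.30 without ATRA library a. The bound of OLFM4 was 5.89 without control library a and 6.09 without control library b.

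Of the 16 stem and progenitor genes on the list 7 were in the table, of which 6 were lower and 1, KIT, was higher, with a median log2 fold change of -2.41. Beside GATA2, ZBTB16, TERT and MYB, the growth regulator MYC (chromosome 8, 128747680 to 128755197) fell 5.31-fold from 40928 ± 5366 to 7715 ± 183, with an adjusted p of 8.03e-15 in the authors' deposited table. WT1 fell 5.32-fold. All 9 nucleolar and MYC target genes in the table, of 18 on the list, were lower, with a median of -1.22. NOLC1, a nucleolar phosphoprotein, fell 2.93-fold, NOB1, which matures the small ribosomal subunit, 2.97-fold, nucleolin (NCL) 2.24-fold and PES1 2.19-fold. All 5 cell cycle genes in the table, of 25 on the list, were lower, with a median of -1.08. The replication factors MCM3 and MCM6 fell 2.12-fold and 2.09-fold, and the G1/S regulators E2F1 and CDC25A 2.39-fold and 2.34-fold.

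Of the 19 symbols on the chemokine and cytokine list, which gives CXCL8 also under its older name, 6 were higher and 2 lower. CCL2, which attracts monocytes, rose 681-fold to 21457 ± 10535, with ATRA libraries that lay 2.06 times apart, and IL1B rose 27.0-fold. VEGFA, a growth factor for vessels, was 3.98-fold lower. Of the 24 interferon-stimulated genes on the list 8 were higher and 1 lower. MX2 rose 30.7-fold, OAS3 19.6-fold and IFI6 11.3-fold, while HERC5 was 10.5-fold lower. Of the 17 apoptosis regulators on the list 4 were higher and 1 lower: the survival genes BCL2A1 and MCL1 rose 22.1-fold and 2.20-fold, the protease CASP9 rose 3.45-fold, and BCL2 fell from 5146 ± 2109 to 428 ± 193. Of the 10 nuclear envelope genes on the list 4 were higher and 1 lower. LBR, the lamin B receptor needed for lobed nuclei (chromosome 1, 225589204 to 225616627), rose 2.78-fold, SYNE2 5.34-fold and SUN2 2.47-fold, and SUN1 was 2.31-fold lower. Some of these values rested on 1 library. The log2 fold change of IFI6 moved from 3.50 to 4.47 without control library a, that of SYNE2 from 2.42 to 3.12 and that of BCL2A1 from 4.46 to 5.05 without control library b, and that of CCL2 from 9.41 to 8.80 without ATRA library b and to 10.11 without control library b.

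Markers of other blood cells moved in both directions. The 4 monocyte and macrophage markers in the table, of 11 on the list, were higher, with a median of 4.35: CSF1R, the receptor for macrophage growth factor, rose 33.2-fold, CLEC7A 29.0-fold, CD68 14.4-fold and CD4 3.21-fold. Of the 10 eosinophil, basophil and mast cell markers on the list 3 fell. CPA3 was 42.8-fold lower, IL5RA 7.70-fold and SIGLEC8 7.09-fold. PRG2, a protein of eosinophil granules, did not pass with 152764 ± 86356 in controls and 24295 ± 19361 with ATRA. The libraries of PRG2 lay 3.58 times apart with ATRA and 2.33 times in controls. The log2 fold change of CPA3, with 5 reads in ATRA library a and 0 in b, moved from -5.42 to -4.42 without ATRA library b, that of SIGLEC8 from -2.83 to -3.83 without ATRA library a and to -2.24 without b, and that of CD68 from 3.84 to 4.73 without control library a. Of the 12 lymphoid markers on the list CD3E rose 8.06-fold and NKG7 fell 3.38-fold. The housekeeping list had 1 of 12 members in the table, GUSB, which rose 3.31-fold. Cholesterol synthesis, erythroid and megakaryocyte markers, ribosomal proteins and oxidative phosphorylation had 0 members in the table.

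The largest increases by the rule given in the processing were those of SELP, LOC100506585, DAAM2, LILRA5, FGR, CD38, DHRS3, CEACAM1, CYP4F3 and CCL22. SELP, the adhesion receptor P-selectin, had 1 read in the controls and a ratio of 7041-fold (95% counting interval from 1349 to 296885). LOC100506585 with 1 control read had a ratio of 6193-fold (from 1196 to 263308), DAAM2 with 1 a ratio of 3303-fold (from 558 to 122961) and the chemokine CCL22 with 1 a ratio of 1096-fold (from 211 to 46661). FGR, a tyrosine kinase of myeloid cells, rested on more reads and rose 3181-fold, from 7.39 ± 2.20 to 23497 ± 955. LILRA5, a leukocyte receptor with related genes beside it, rose 3182-fold and the leukotriene hydroxylase CYP4F3 1098-fold. The largest decreases included those of CHAC1, NOG, ZBTB16, SERPINB10, PGBD5, BHLHE22, BTBD11, PLXND1 and SPNS3. CHAC1, which degrades glutathione, had 3 reads with ATRA and was lower by a ratio of 379 (from 134 to 1911). NOG, an inhibitor of bone morphogenetic proteins, had 1 read and a ratio of 306 (from 56.4 to 12560). BTBD11 had 3 reads and a ratio of 71.8 (from 23.8 to 346). SERPINB10 fell 259-fold from 1719 ± 719 to 6.63 ± 0.916, and PLXND1 and SPNS3 fell 64.1-fold and 60.8-fold. The log2 fold changes on few reads moved when 1 library was left out. Without control library a they were 11.78 for SELP, 11.60 for LOC100506585, 9.10 for CCL22 and 12.80 for LILRA5, and at least 8.90 for DAAM2. Without control library b they were at least 10.40, 10.21 and 7.71 for SELP, LOC100506585 and CCL22, 10.69 for DAAM2 and 11 for LILRA5. That of CHAC1 moved from -8.57 to -9.24 without ATRA library b, and that of NOG from -8.26 to -7.26 without ATRA library a and to -5.80, as a bound, without b.

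**Figure D2:**
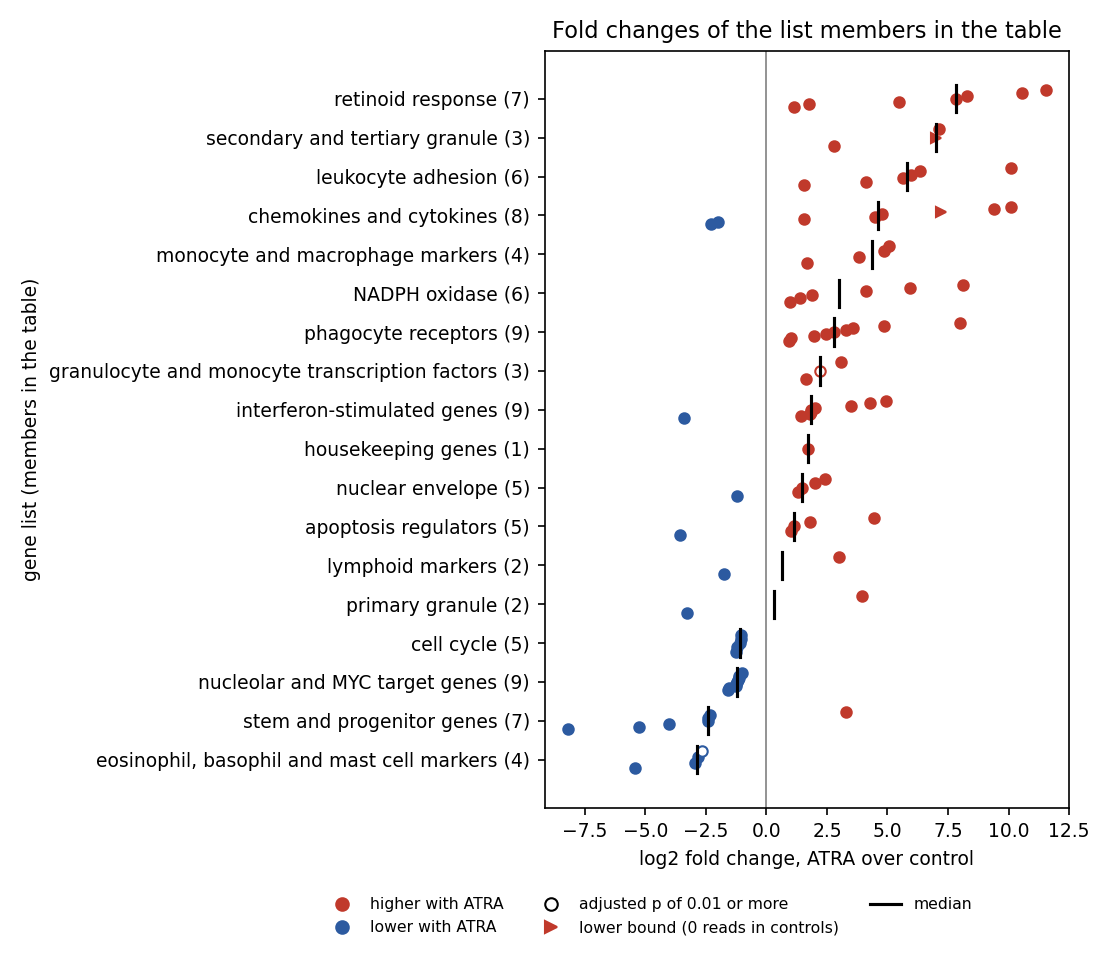
Log2 fold change (ATRA over control, x axis) of each list member in the table, by gene list (y axis, with the number of members), each point being the ratio of restored means of 2 libraries per group. Red points are higher and blue lower with ATRA, open points did not pass the adjusted p limit, triangles are lower bounds and black bars are medians, which run from -2.89 for eosinophil, basophil and mast cell markers to 7.84 for the retinoid response.

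Of the 18 lists with a member in the table, 1 was called by the direction of its members against the other changed genes: the nucleolar and MYC target genes, lower in 9 of 9 (Fisher's exact test, adjusted p = 0.00312). With higher and lower genes counted only at an absolute log2 fold change over 2, none of the 9 nucleolar members counted. That list was then not called, while the stem and progenitor genes were, lower in 6 of 7 (adjusted p = 0.000398, Fisher's exact test). All genes of the table stayed in this comparison, so it tests the share of large changes and not direction alone. With the main limits the stem and progenitor genes, the cell cycle genes and the phagocyte receptors each had an adjusted p of 0.0704 (Fisher's exact test), the retinoid response 0.159, and the NADPH oxidase and leukocyte adhesion lists 0.212 each. The medians of the adhesion list and of the retinoid response lay at percentiles 99.99 and 100 among 10000 random lists of the same size, that of the NADPH oxidase at 99.5, that of the phagocyte receptors at 99.2 and that of the stem and progenitor genes at 0.085. Values of some list members had been seen in the study's supplement, as described in the processing. The called nucleolar list lay at percentile 2.28 and the cell cycle list at 14.7, and the other lists lay between 1 for the eosinophil, basophil and mast cell markers and 99.7 for the chemokines and cytokines. Since most changed genes were higher, 6 of 6 higher members gave an unadjusted p of 0.0882 in this exact test, and genes absent from the table did not enter it. The adjusted p values of the remaining lists by Fisher's exact test were 0.086 for the absence of higher genes among eosinophil, basophil and mast cell markers (0.332 for lower genes), 0.332 for interferon-stimulated genes, 0.477 each for the secondary granule list, for lower genes among granulocyte and monocyte transcription factors and for monocyte markers, 0.873 for apoptosis regulators and for the nuclear envelope, 0.891 for chemokines and 1 for primary granule, lymphoid and housekeeping genes.

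The deposited fold changes are the quotients of printed means without the digit 0, and restoring shifted the genes that had few reads in 1 group. For CD38 the log2 fold change was 10.51 in the authors' deposited table and 11.53 after restoring, for SELP 11.30 against 12.78 and for NOG -6.67 against -8.26. For GATA2 it was -4.02 in both. OLFM4 read 1 in the controls of the authors' deposited table where the restored mean was 0.

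**Figure D3:**
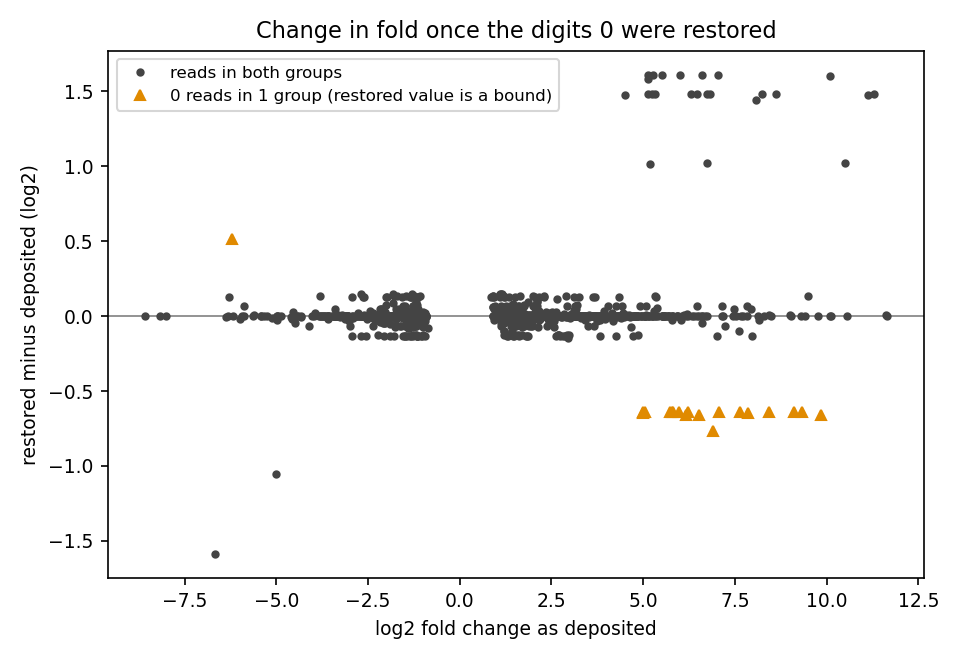
Difference between the restored and the deposited log2 fold change (y axis) against the deposited value (x axis) for the 1648 genes. Most genes lie near 0, 26 genes with reads in both groups moved by over 1.5 times with a largest move of 1.61 on the log2 scale, and triangles mark genes with 0 reads in 1 group, whose restored value is a bound.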

Values the study reported

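The study reported 941 genes up and 611 genes down after ATRA. At the same stated limits the deposited table gave more genes in each direction, with the restored and with the deposited folds. What accounts for this difference is open. In another passage the study counted 1649 differentially expressed genes among 12,266 in total. For single transcription factors it gave a change of about 1.9-fold for PU.1 (the product of SPI1), about 3.2-fold for RUNX3 and about 0.06-fold for GATA2.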

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

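The deposited fold and the left-out libraries were alternatives chosen after the data were seen. Apart from those named next, the counts of changed genes stayed within 1.5 times of 1016 higher and 629 lower. With a log2 fold change over 2, 474 genes were higher and 183 lower, since that limit removes the smaller changes. The smallest absolute log2 fold change in the table was 0.91, so dropping the fold limit could not remove genes. Recomputing the adjusted p over the rows could only add genes. These 2 alternatives therefore do not test the counts. With a mean of at least 100, 2 lists were called, the stem and progenitor genes joining the nucleolar and MYC target genes, since that filter removes KIT. With a log2 fold change over 2 the number of called lists was 1 as before, but it was the stem and progenitor genes in place of the nucleolar list. Leaving out each restored library in turn gave 960 to 998 higher and 592 to 615 lower genes and 1 called list each time, with the adjusted p of the authors' deposited table kept, so these counts test the fold limit and not the p. All 82 genes in the table that the naming rule took kept their side of the limits under 7 alternatives. A library left out cannot turn a direction here, since the groups do not overlap in any gene. For the changed genes it describes, the report gives the folds that moved by over 1.5 times when 1 library was left out. A pseudocount of 10 also moved folds by more than that where 1 group had few reads. The log2 fold change of ZBTB16, for example, moved from -8.18 to -5.16. Such moves under pseudocounts are otherwise not given. The deposited fold gave 1014 higher and 628 lower. An adjusted p under 0.05 gave 1017 and 629, but genes between 0.01 and 0.05 are missing from the table.

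No paired analysis was possible because the table has no column per sample and the restored libraries carry no replicate numbers. Shifts to the median of all genes, of ribosomal proteins or of housekeeping genes were not run, since unchanged genes and ribosomal proteins are absent from the deposited table and only GUSB of the housekeeping genes is listed. Other count models, other size factors and an unfiltered table were not run, since they need the counts of all genes. Genes with 0 to 3 reads in 1 group have folds limited by depth, as their bounds and intervals show.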

Other observations

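The tests of the digits were chosen after the pattern had been seen, as was the breakdown of gene pairs by distance, and the test on pairs at least 10 kb apart was added once the other tests of neighbours were known.

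Further families of related genes were described by the shared start of their symbols. All 6 leukocyte immunoglobulin-like receptor genes in the table (LILRA1, LILRA3, LILRA5, LILRB1, LILRB2 and LILRB5) were higher, with a median log2 fold change of 5.42. All 6 chemokines named CCL were higher, with a median of at least 5.84, since CCL24 had 0 reads in the controls and enters as a bound. Of the zinc finger genes named ZNF 13 of 14 were higher, while 6 of 7 genes named WDR, among them WDR12, WDR3 and WDR74, which act in ribosome production, were lower. Of 23 families with at least 6 genes in the table, 0 departed from the split of the other genes at an adjusted p under 0.05 by Fisher's exact test, and at an unadjusted p under 0.05 there were 2, WDR (p = 0.0145, adjusted p = 0.266, Fisher's exact test) and ZNF (p = 0.0231, adjusted p = 0.266, Fisher's exact test).

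Neighbouring changed genes moved in the same direction more often than shuffled directions gave. Of 333 adjacent pairs within 100 kb, 81.4% shared direction against 52.9% in 10000 shuffles (permutation p = 0.0001, the smallest these shuffles can give). This argues against a chance order of directions. The share was 79.6% of 289 pairs without pairs of related symbols, and 78.3% of 254 pairs without overlapping genes as well. Among pairs of unrelated symbols at least 10 kb apart it was 76.9% of 182, each share with a permutation p of 0.0001. The excess that remained argues against family members side by side and overlapping genes sharing reads as the whole cause. The same holds for transcripts running into neighbours less than 10 kb away. The share fell a little at each step, so a part played by each of these stays open. Adjacent pairs beyond 1 Mb shared direction in 49.0% of 565 (permutation p = 0.969), and the difference of 29.3 percentage points (permutation p = 0.0001) argues against runs of direction along whole chromosomes as the whole cause. Over all pairs of a chromosome with other symbols, the share was 75.2% at 50 to 100 kb and 56.5% at 100 to 200 kb (adjusted permutation p = 0.174), but 56.4% at 400 to 1000 kb (adjusted permutation p = 0.023) and 57.3% at 1000 to 2000 kb (adjusted permutation p = 0.00157) against 52.9% in shuffles, so a small excess at long range stays open to such runs. Regulation shared between neighbours may account for the excess, as a hypothesis found and tested on the same genes. The table holds no measure of chromatin, and related genes with unlike symbols were not removed. The study itself measured chromatin contacts in HL-60 cells under this treatment. It reported an enrichment of upregulated genes in domains that gained internal contacts, and the opposite in domains that lost them. The pairs were not compared with those domains here.

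The absence of the digit 0 from the means may come from a replacement of each 0 by 1 before deposit. Whole counts and 2 size factors per group gave back the printed means of 1648 of 1648 genes once 0 was written as 1, and 0 of 3277 means with random decimals were matched, which argues against matches by chance. No biological explanation was tested.

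The libraries of the same group were over 2 times apart for 35 of 1562 genes with ATRA and 28 of 1395 genes in controls, among genes with a mean of at least 50. PRG2, a gene the authors had placed at the top of their table, was 3.58 times apart with ATRA and 2.33 times in controls.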
